A study of Escherichia coli with 6 samples.

How the data were processed

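Total RNA was sequenced from 6 cultures of Escherichia coli K-12 at 3 levels of RpoS, the sigma factor of stationary phase and the general stress response. Per the labels, the 0% cultures were of strain DMS2545, the 26% cultures of strain DMS2564 and the 100% cultures of strain BW27786, with 2 replicate cultures at each level. All cultures had grown for 20 h in LB with an arabinose concentration that the labels call appropriate and do not state. Each library pooled RNA from 3 preparations of one culture, per the labels' protocols.

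The deposited table gives whole-number read counts per annotated gene, not normalized, for 4497 genes. The aligner, the read counter, the use of strand and the treatment of reads with several matches are not stated in the labels, so genes with near-identical copies, overlapping genes and antisense genes have uncertain counts. Of the 4497 genes, 55 share 9 names, most of them copies of insertion elements, and 126 had 0 counts in all 6 libraries. Each column was matched to a library by the meaning of its name (unaltered, knocked out or low RpoS) and its replicate number. Every row named a gene. The deposited annotation, per the file headers, is that of MG1655 (NC_000913.3, 4641652 bp) and gave positions for all 4497 genes. It describes the reference strain and not the 3 strains sequenced, and coordinates are 1-based.

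Library totals ranged from 1534758 to 2882034 counts. A gene with 3 counts or fewer in every library of a group was taken as at the floor, and a fold change against such a group was computed against 3 counts in the smaller library of that group and given as a lower bound. Floors cover counting error only. With 2 libraries per level, an exact permutation test of one gene cannot give a p below 0.333, and 33.3% of genes would separate 2 levels without overlap by chance, so tests relied on a spread shared across genes.

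The counts were analysed with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr with its defaults (a minimum count of 10 and a minimum total of 15), which left 3475 genes with 99.9% of all counts. Libraries were scaled by TMM (trimmed mean of M values), and CPM (scaled counts from the cpm function of edgeR) are relative to the TMM-scaled library sizes. All 6 libraries entered one quasi-likelihood fit with robust dispersions and the RpoS level as a factor, without a replicate term. The fit had 3 residual degrees of freedom, a median of 11.6 prior degrees of freedom and a biological coefficient of variation of 21.6%. Quasi-likelihood F tests compared 100% with 0%, 26% with 0% and 100% with 26%, and both level coefficients together. P-values were adjusted by the Benjamini-Hochberg method over all genes tested, with a threshold of 0.05. Fold changes used a prior count of 0.125.

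For genes past the threshold between 100% and 0%, the relative response at 26% was the fitted mean at 26% minus that at 0%, divided by the fitted mean at 100% minus that at 0%. A gene whose expression is linear in the RpoS level has a relative response of 0.26. The straight-line test compared the negative binomial deviance of a model whose mean at 26% was 0.74 times the mean at 0% plus 0.26 times the mean at 100% with that of 3 free means, using the edgeR dispersions, and referred the scaled difference to an F distribution. Genes past the threshold with opposite signs for 26% against 0% and 100% against 26% were counted as outside both other levels. 8 gene lists were fixed beforehand. 6 were tested with camera (limma 3.58.1) at an inter-gene correlation of 0.01 and adjusted over 18 tests. The lists of 10 genes deleted in the strain background and of 3 arabinose-regulated genes were checks only.

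The tests were tested on simulated data. In 10 draws of 3475 genes, of which 200 changed 2-fold or 4-fold, 63.2% of changed genes were recovered, 91.5% of the 4-fold and 34.2% of the 2-fold ones. False calls made up 8.35% of calls, above the nominal rate, so the adjusted p-values are somewhat too small. An earlier single draw had given more false calls than the limit set for this test, after which the draws were pooled. In 5 further draws with 200 genes off the line, all with at least a 4-fold change, the straight-line test had 8.52% false calls. It recovered 70.8% of genes with a relative response of 0.03 and higher expression at 100%, and 91.5% of those with 0.9. Among genes with lower expression at 100% it recovered 82.8% at 0.9 and 3.45% at 0.03, so it had almost no power for repressed genes that respond late. Because the same 0% libraries enter several comparisons, 20 draws in which the 26% level equalled 0%, and 20 in which every gene was on the straight line, were carried through the same steps. All draws took genes as independent, with the same dispersion at each level, so they may understate chance calls.

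The genes named were set by rule before the data were examined. They are rpoS and the next gene on each side; the 5 genes with the largest rise and the largest fall for 100% against 0%, and 3 each for the other contrasts, among genes past the threshold with a mean of at least 50 counts and no overlap between levels; the 5 genes above and below proportion with the smallest adjusted p; 3 genes each highest and lowest at 26%; the extremes of each list; and genes with over 10% of a library. rpoS and the deletion list were left out of the rankings. Alternatives chosen before the data were examined were other scaling factors (RLE, upper quartile, total counts), other filters, removal of rRNA and tRNA genes, DESeq2 1.42.0, fits of 4 libraries, other thresholds, a replicate term, other shares, a log2 straight line, other gene sets and a Wald test for the line, other list tests, a prior count of 2, and leaving out each library. A correction for gene length and a TMM over the genes with the smaller range were added after the data were seen. No GC content was examined. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.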

Results

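To follow the transcriptome of E. coli as a function of the RpoS level, RNA from cultures with 0%, 26% and 100% RpoS was sequenced in 2 replicates each. The libraries held 2206217 and 2032607 counts at 0%, 2229735 and 1534758 at 26%, and 2882034 and 2117459 at 100%. The smallest library, the second 26% replicate, may limit the precision at that level, which was not tested. Replicates correlated across genes with r of 0.980 at 0%, 0.963 at 26% and 0.977 at 100% on log2 CPM, and libraries of different levels with r between 0.716 and 0.899; genes are not independent replicates. The first principal component held 76.1% of the variance and ordered the libraries by RpoS level, with scores of -49.8 and -53.1 at 0%, 3.12 and 1.35 at 26%, and 49.9 and 48.6 at 100%. The second held 13.02% and set the 26% libraries (-29.4 and -17.2) apart from the other 4 (8.18 to 14.99). The noncoding RNAs ssrA and csrB each took over 10% of at least 1 library. ssrA did not differ between 100% and 0%, at 82578 ± 21415 and 97002 ± 5440 CPM (SD, n = 2). csrB stood at 54989 ± 7719 CPM at 100% and 137312 ± 17793 CPM at 0%.

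The manipulated gene was examined first. rpoS (b2741, 2866559 to 2867551 on the minus strand) had 107 and 144 counts at 0%, 958 and 387 at 26%, and 3539 and 2715 at 100%. These were 64.5 ± 21.1, 319 ± 104 and 1249 ± 28.1 CPM (SD, n = 2), in the order of the labels. The log2 fold change for 100% against 0% was 4.28 (SE 0.35, adjusted p 1.21e-07), and it was 4.67 without the second 0% library. For 26% against 0% it was 2.31 (SE 0.32, adjusted p 8.98e-05). The relative response of the transcript was 0.215, which did not differ from 0.26 (adjusted p 0.685). The neighbour ygbN (b2740, 2865101 to 2866465, plus strand) had 7 to 18 counts per library and no difference between 100% and 0%. The other neighbour, nlpD (b2742, 2867614 to 2868753, minus strand), had 4936 and 4943 counts at 0% and 6671 and 4699 at 100%, but only 5 and 2 at 26%. The next gene, pcm (b2743, 2868893 to 2869519, minus strand), fell to 39.1 ± 2.08 CPM at 26% from 121 ± 28.7 CPM at 0% and stood at 113 ± 2.13 CPM at 100%. The 10 genes of the deletion list had at most 6 counts in any library.

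**Figure D1:**
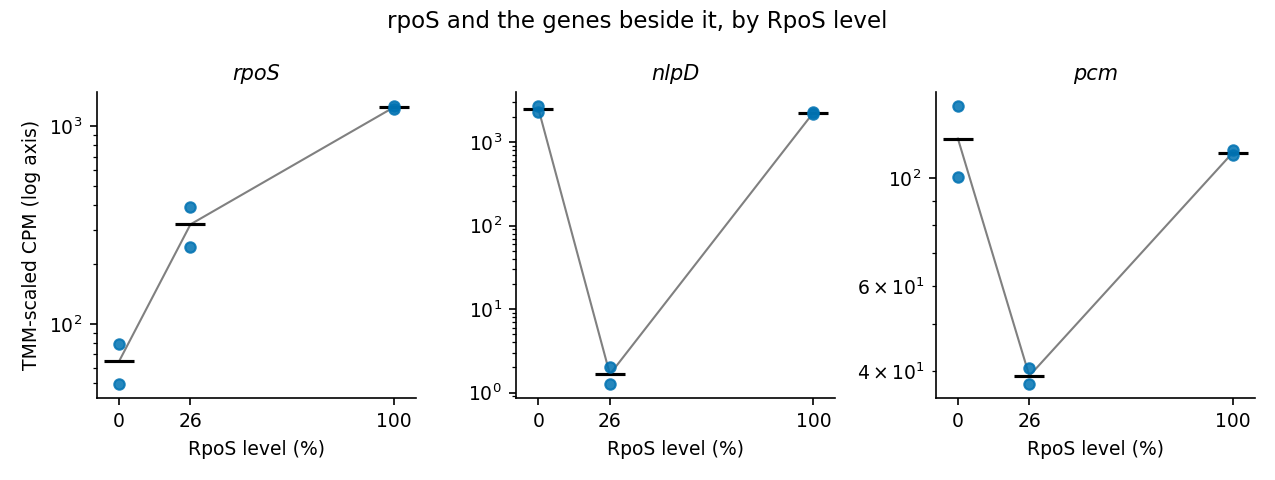
TMM-scaled CPM (log axis) of rpoS, nlpD and pcm against the RpoS level in percent; points are the 2 libraries of each level, bars their means, joined by lines. rpoS rose from 64.5 to 319 to 1249 CPM, while nlpD and pcm were lowest at 26%, at 1.66 and 39.1 CPM.

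The comparison of 100% with 0% RpoS asked which genes change between the unaltered level and its absence. Of 3475 genes tested, 1658 differed, 858 with higher and 800 with lower expression at 100%. Of these, 733 rose and 629 fell by at least 2-fold. DESeq2 called 1411 genes, of which 1399 were among the 1658, and a threshold of 0.01 left 1202. Between 26% and 0%, 436 genes differed, 388 higher and 48 lower at 26%. Lower genes thus made up 11.01% of these calls, against 48.3% for 100% against 0%. The 48 lower genes became 134 with upper quartile scaling, which shifted the median log2 fold change of all genes to -0.22, and 15 with total counts, which shifted it to 0.15. Between 100% and 26%, 1067 genes differed, 526 higher and 541 lower at 100%. Across the 3 levels together, 1546 genes differed.

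Most genes that differed between 26% and 0% also differed between 100% and 0%, 414 of 436 and in the same direction, and the other 22 were not called there. Both contrasts share the 0% libraries. Of the 1658 genes, 88.4% had the same sign in both contrasts, against 54.98% to 58.15% in 20 simulated draws with no change at 26%. The 20 draws with every gene on the straight line gave 89.41% to 91.98%, all above the observed share. Of the 858 genes higher at 100%, 376 were called higher already at 26% against 0% and 467 were called higher at 100% against 26%. Of the 800 genes lower at 100%, 38 were called lower at 26% against 0% and 501 at 100% against 26%. A further 498 of the 1658 were called in neither of these contrasts.

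Among well-counted genes, the largest fitted rises from 0% to 100% were those of yciG, gadB, arrS, ymgC and gadA. yciG (b1259, 1315856 to 1316035) and ymgC (b1167, 1216748 to 1216996) had 0 counts in both 0% libraries. At 100% they reached 140 ± 5.998 and 59.2 ± 7.54 CPM, at least 84.8-fold and at least 35.8-fold higher than a floor of 1.65 CPM. gadB (b1493, 1570645 to 1572045) rose from 8.58 ± 0.34 to 12133 ± 2587 CPM, with a log2 fold change of 10.46 (SE 0.44, adjusted p 7.46e-10). gadA (b3517, 3666180 to 3667580) rose from 9.27 ± 0.64 to 8556 ± 953 CPM. These 2 genes encode near-identical glutamate decarboxylases, so the division of reads between them is uncertain. The small RNA gene arrS (b4704, 3657986 to 3658054) had 4 and 0 counts at 0% and 4927 and 2130 at 100%. The largest falls were those of ansB, ompF, yqeC, ybaV and nmpC. ansB (b2957, 3099682 to 3100728) went from 2542 ± 730 to 59.6 ± 2.28 CPM, with a log2 fold change of -5.41 (SE 0.35, adjusted p 1.29e-08). ompF (b0929, 985894 to 986982) went from 14257 ± 3729 to 480 ± 133 CPM. The log2 fold changes of yqeC, ybaV and nmpC were -4.83, -4.62 and -4.59. That of ybaV ranged from -5.36 to -4.17 across the fits that left out one library, the lowest without the first 100% library. nmpC shares 1017 bp with another annotated gene, and its counts are uncertain.

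Between 26% and 0%, yciG and ymgC again rose, at least 12.6-fold and at least 6.14-fold. prpB (b0331, 348682 to 349572) rose from 6 counts in each 0% library to 3063 and 644 at 26%, with a log2 fold change of 8.08 (SE 1.20, adjusted p 0.0122), and 7.05 without the first 26% library. nlpD, chpS and pcm fell most, with log2 fold changes of -10.45, -1.69 and -1.63. Between 100% and 26%, the largest rises were those of nlpD, gadA and yhiD, with log2 fold changes of 10.30, 5.09 and 4.34. The largest falls were those of ygfK, ygfM and yqeC, with -4.43, -4.31 and -4.17. ygfK and ygfM did not differ between 26% and 0%.

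The 3 levels allow a test of whether expression is linear in the RpoS level. Each level is also a different strain, so a departure from the line may come from the strain. The median relative response at 26% was 0.330 for the 858 genes higher at 100%, with an interquartile range of 0.148 to 0.551. Data simulated on the straight line and selected alike gave medians of 0.239 to 0.262. For the 800 genes lower at 100% the median was 0.392, with an interquartile range of 0.181 to 0.544. The simulated medians were 0.326 to 0.387, with a middle value of 0.355. All 20 draws lay below the observed median, the highest of them by less than the SD of 0.031 over choices of 1 library per level. Total-count scaling moved the medians most for genes higher at 100%, to 0.385. For genes lower at 100% the range was from 0.263 with total counts to 0.509 with upper quartile factors.

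**Figure D2:**
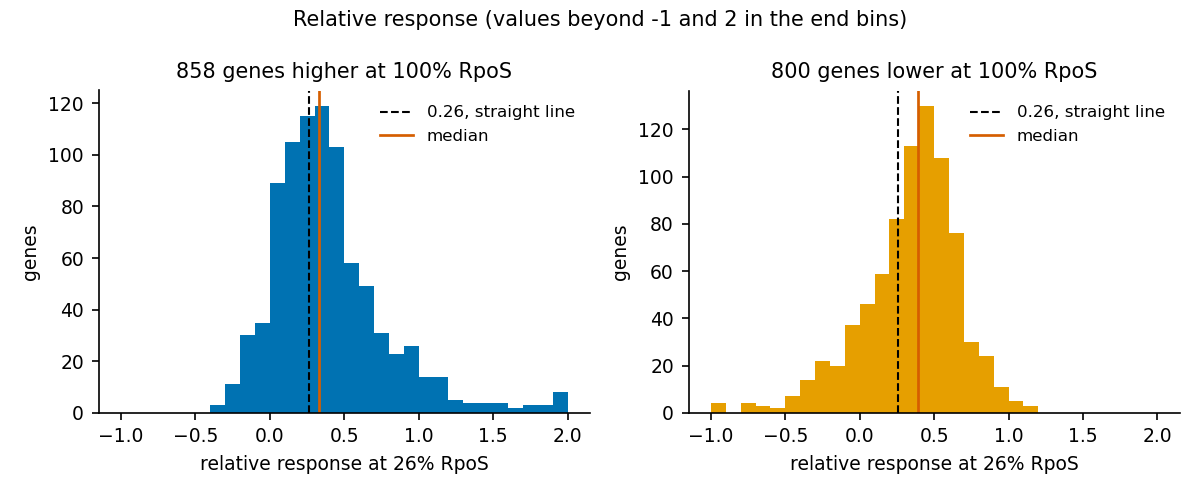
Histograms of the relative response at 26% RpoS (x axis, no unit) against the number of genes (y axis), for the 858 genes higher and the 800 genes lower at 100% than at 0%. Values beyond -1 and 2 are in the end bins. The medians of 0.330 and 0.392 (solid lines) lie above 0.26 (dashed).

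Single genes departed from the line in 133 of 1658 tests, 106 above and 27 below proportion, whereas 0 to 6 did in the 20 straight-line draws. Of the 106 above, 100 were higher at 100% and 6 lower. Of the 27 below, 26 were higher at 100% and 1 lower. The count moved most with a line on the log2 scale, to 310. The 5 clearest above proportion were ytfR, ytfT, ydcT, ydcS and ytfQ, all with more expression at 26% than at either other level. ydcS (b1440, 1511654 to 1512799) stood at 7.38 ± 1.26, 573 ± 202.3 and 286 ± 58.9 CPM at 0%, 26% and 100% (adjusted p for the line 4.2e-05). The clearest below proportion were gadA, cbdB, yhiD, hdeB and hdeA. cbdB (b0979, 1039296 to 1040432) stood at 12.1 ± 0.058, 14.7 ± 3.43 and 180 ± 8.16 CPM, a relative response of 0.014 (adjusted p 0.00045) that was 0.030 without the first and 0.0026 without the second 26% library. gadA had a relative response of 0.028 and hdeB (b3509, 3655966 to 3656292) and hdeA (b3510, 3656408 to 3656740) of 0.068 and 0.067. yhiD (b3508, 3655255 to 3655902), with 0 and 1 counts at 0%, was at least 90.8-fold higher at 100% and at least 4.32-fold higher at 26%.

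**Figure D3:**
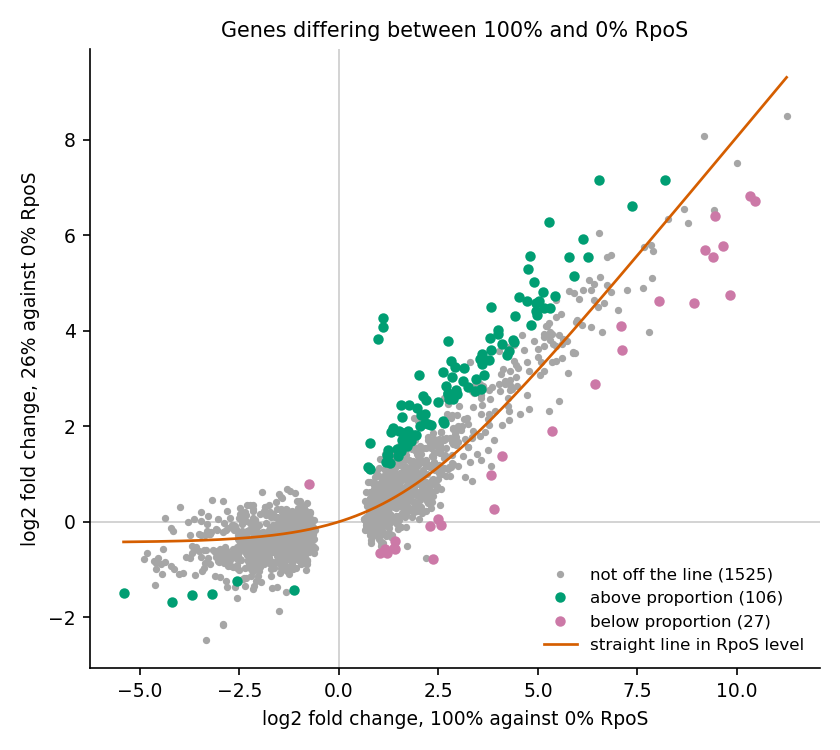
Log2 fold change for 26% against 0% RpoS (y axis) and for 100% against 0% (x axis) of the 1658 genes differing between 100% and 0%. The curve is a straight line in the RpoS level; 106 genes lie above proportion, 27 below, and the other 1525 were not off the line.

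**Figure D4:**
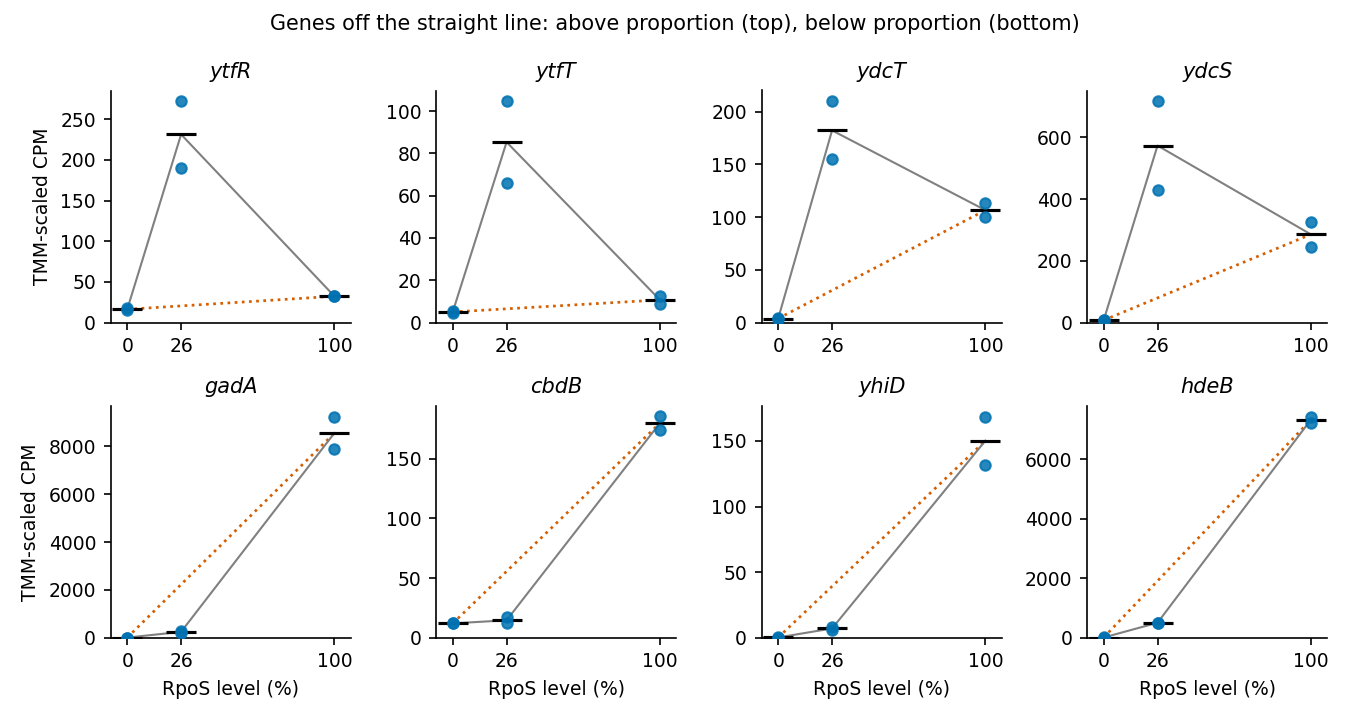
TMM-scaled CPM against the RpoS level in percent for 4 genes above proportion (ytfR, ytfT, ydcT, ydcS) and 4 below (gadA, cbdB, yhiD, hdeB). Points are the 2 libraries of each level, bars their means and dotted lines the straight line between the means at 0% and 100%; ydcS peaked at 573 CPM at 26%, and gadA reached 250 CPM at 26% and 8556 CPM at 100%.

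At 26%, 17 genes lay outside both other levels, 13 highest and 4 lowest, against 1 to 6 in the straight-line draws. With total-count scaling there were 22, of which 15 were among the 17. The clearest of the highest were ytfR (b4485, 4451058 to 4452560), ytfT (b4230, 4452571 to 4453596) and ytfQ (b4227, 4449962 to 4450918), neighbours on the plus strand. ytfR stood at 16.2 ± 1.92, 231 ± 58.2 and 32.3 ± 0.037 CPM, with log2 fold changes of 3.83 for 26% against 0% (SE 0.29, adjusted p 1.68e-07) and -2.84 for 100% against 26% (SE 0.27, adjusted p 5.12e-06). ytfQ differed between the 26% libraries, at 11018 and 2511 counts. Without the first 26% library its log2 fold change against 0% was 3.33 instead of 4.26, and that of 100% against 26% was -2.21 instead of -3.15. The lowest were nlpD, pcm, rpsU and rplA, of which rplA falls outside the naming rule and was named after its values were seen. rpsU (b3065, 3210781 to 3210996) was close to the threshold for 26% against 0%, with a log2 fold change of -0.90 (SE 0.28, adjusted p 0.0481). It was not past it with total counts, DESeq2, the TMM over genes with the smaller range or the fits of 4 libraries. In the fits of 4 libraries, rpsU was not past it for 100% against 26% either. Without the first 26% library its log2 fold change for 26% against 0% was -0.54. rplA was as close (adjusted p 0.0497) and was not among the genes outside both levels with total counts, without a filter or with the TMM over genes with the smaller range.

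Of 18 list tests, 14 were past the threshold with camera, but 6 with an estimated correlation and 11 with fry. The RpoS-activated list of 46 textbook genes was higher at 100% than at 0% in 46 of 46 genes, with a median log2 fold change of 4.97. Of these, 44 were past the threshold over all genes tested and 44 adjusted over the list alone. gadB was its largest rise, and xthA did not differ. At 26% against 0%, 41 were past it over all genes and 43 adjusted over the list alone. The 12 genes of the acid fitness island, 5 of them also in the RpoS-activated list, were all past the threshold at 100% against 0% both ways. With genes at the floor set to their bounds, their median log2 fold change was at least 6.62, against a fitted value of 8.40. gadA and mdtF marked its ends. Both lists were past the threshold in all 3 contrasts under camera, the estimated correlation and fry. The other 4 lists were not past it in any contrast under the estimated correlation.

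The 5 genes of the arginine succinyltransferase operon, which degrades arginine, were all higher at 100% than at 0%, 5 over all genes and 5 adjusted over the list alone. Their median log2 fold change was 2.16 at 100% and 2.03 at 26% against 0%, and 0.13 for 100% against 26% (camera adjusted p 0.636). astE and astC were its ends. TCA cycle genes were lower at 100% than at 0% in 15 of 16, 14 past the threshold over all genes and 15 adjusted over the list alone, with a median of -1.84 that passed under fry too. The log2 fold change of fumA was -3.01, whereas that of acnA was 1.59. Ribosomal protein genes had a median of 0.64 at 100% against 0% (23 of 53 past the threshold over all genes, 23 adjusted over the list alone) and of 0.89 at 100% against 26% (31 and 35). At 26% against 0% their median was -0.25 (2 and 0). The last was -0.069 with total counts and -0.081 without the second 0% library, and of the 3 ribosomal contrasts fry passed that of 100% against 26%. The rise at 100% against 0% did not pass once the trend with gene length was removed. rplV rose and rplX did not differ. Only 17 of 52 flagellar and chemotaxis genes were counted well enough to be tested. No contrast of this list passed, and its median of -0.13 at 26% against 0% became 0.045 with total counts. fliZ was higher and flhC lower at 100% than at 0%, flhC not with DESeq2.

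Among list members called between 100% and 0%, the median relative response at 26% was 0.083 for the acid fitness island, 0.410 for the RpoS-activated list, 0.556 for the TCA cycle, 0.666 for the 5 flagellar and chemotaxis genes called and 0.888 for the arginine succinyltransferase operon. For the 23 ribosomal protein genes called it was -0.131, with 4 below proportion and 0 above. In the acid fitness island 8 of 12 genes were below proportion and 0 above. In the operon 5 of 5 were above. In the RpoS-activated list 9 of 44 were above and 9 below. Leaving out single libraries moved the island's median between 0.079 and 0.093 and the operon's between 0.784 and 0.998. That of the RpoS-activated list ranged from 0.316 without the first 26% library to 0.416, and that of ribosomal protein genes from -0.280 to -0.025. For the TCA cycle the median ranged from 0.460 to 0.612. For the flagellar and chemotaxis genes called, 2 higher and 3 lower at 100%, the median ranged from 0.508 to 0.923.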

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

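Without any one of the 6 libraries in turn, all 1658, 436 and 1067 genes called for 100% against 0%, 26% against 0% and 100% against 26% kept their direction, as values without calls. These genes were chosen on the same libraries, which nearly assures this and does not show that the calls would hold. The total numbers of genes called for 100% against 0%, for 26% against 0% and across the 3 levels stayed within 1.5 times under the alternatives tried. That for 100% against 26% fell to 614 (289 higher, 325 lower) at a threshold of 0.01, stricter by construction.

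The number of genes lower at 26% than at 0% depended on the scaling, on the threshold and on the replicate block, given below. Against 48 genes it was 134 with upper quartile factors, 15 with total counts and 30 with the TMM over genes with the smaller range, added after the data were seen. It was 9 at a threshold of 0.01 and 24 with a 2-fold minimum, both stricter by construction. Upper quartile factors shifted the median log2 fold change of all genes to -0.25 for 100% against 0% and to -0.22 for 26% against 0%. They raised the share of lower calls from 48.3% to 59.8% and from 11.01% to 29.1%. Total counts shifted these medians to 0.11 and 0.15 and lowered the shares to 43.1% and 3.16%. The shift goes with the change in the share.

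The genes highest at 26% numbered 20 instead of 13 with total counts. The genes lowest there numbered 2 instead of 4 with total counts and with the TMM over genes with the smaller range, and the cause was not tested. In total 15 to 16 of the 17 genes outside both other levels were shared under each other scaling. DESeq2 gave 15 such genes, of which 11 were among the 17.

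The median relative response of genes higher at 100% was 0.303 with RLE factors and 0.385 with total counts, and from 0.293 to 0.350 across the 6 fits that each left out one library, the lowest without the first 26% library. For genes lower at 100% it was 0.427 with RLE factors, 0.509 with upper quartile factors, 0.263 with total counts, 0.428 with DESeq2 and 0.350 with the TMM over genes with the smaller range. It ranged from 0.337 (without the second 0% library) to 0.418 across the fits that left out one library. Why scaling moved these medians, and which factor is right, was not tested.

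The number of genes off the straight line was 205 at a share of 0.20 (184 above proportion), and 64 were above proportion at a share of 0.32. These follow from moving the line. On the log2 scale 310 were off it, 290 above proportion, which is another line. The Wald test called 79, all among the 133, and 54 above proportion. The number below proportion, 27, stayed within 1.5 times under these, but at shares of 0.38 and 0.42, tried after the result was seen, it was 47 and 63, as follows from moving the line up.

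Whether the replicate numbers pair the samples is open, and the main fit took them as unpaired. The differences between replicates correlated across genes with r of 0.013 between 0% and 26%, 0.322 between 0% and 100% and 0.084 between 26% and 100%. A pairing of 0% with 100% thus cannot be excluded. With the replicate block, the genes lower at 26% than at 0% numbered 100, and the cause was not tested. Other counts under the block stayed within 1.5 times, with 1763, 521 and 1252 genes for the 3 contrasts.

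Of 18 list tests, 14 passed with camera at its preset correlation and 6 with an estimated correlation, which widens the error of lists whose genes vary together. The rise of ribosomal protein genes at 100% against 0% no longer passed once the length trend was removed, which left 13 list tests past the threshold. The log2 fold change of rpoS for 100% against 0% ranged from 3.98 to 4.67 across the fits that left out one library.

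With upper quartile factors the log2 fold changes for 100% against 0% of ygbN and xthA, neither past the threshold, reversed to -0.097 and -0.24. Across the fits that left out one library, fold changes not past the threshold also crossed 0: ygbN from -0.46 to 0.67, xthA from -0.27 to 0.30, nlpD from -0.27 to 0.0032, rplX from -0.58 to 0.023 and ssrA from -0.52 to 0.019. Of 765 other values for named genes, 14 were weaker and none stronger. These were of rpsU, flhC, fliZ and prpB, the last under the block and at a threshold of 0.01. The 26% level may limit these results, since 1 of its 2 libraries holds only 1534758 counts. Its replicates also differed most, with an SD of the log2 ratio of 0.611, against 0.479 at 0% and 0.518 at 100%. The effects of depth and of spread were not tested apart. In data simulated for 100% against 0% with 200 genes changed, most 2-fold changes were missed. Far more genes, 1658, were called in the real data, so the share missed there may differ.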

Other observations

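The tests of single 26% libraries, of other scalings of the relative response, of other shares, of overlapping and of rising neighbours, of carry-over, of nlpD and of arabinose were chosen after the results were seen.

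Few of the genes called between 26% and 0% RpoS were lower at 26%, 11.01% of calls, although rises and falls were balanced between 100% and 0%. Scaling moved this share to 29.1% at most, with 59.8% under the same factors for 100% against 0%. Removing the trend with gene length gave 14.3%, and the replicate block 19.2%. Without the first 26% library the median log2 fold change of genes lower at 100% was -0.45 and that of genes higher at 100% 0.91. These medians do not measure the share of lower calls and would be unequal on the straight line too, and no calls were made with 1 library in a group, so an effect of one 26% library on this share cannot be told apart from an effect of the level. Data simulated on the straight line gave a share as low in 8 of 20 draws, which ran from 7.96% to 17.3%. A candidate explanation is arithmetic: a gene that loses all its expression at full RpoS loses only 26% of it at this level, a small change on a log scale, whereas an activated gene with a low baseline gains many-fold.

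Genes higher at 100% had a median relative response of 0.330. Selection on shared libraries gave at most 0.262 in simulation, with the farthest draw at 0.239, and no other scaling brought the median below 0.303. These genes may respond to RpoS more than in proportion, as a hypothesis. For genes lower at 100% the simulated medians ran from 0.326 to 0.387, all below an observed 0.392 but the highest within its SD of 0.031 over choices of libraries, so a departure from proportion cannot be told apart from selection. Scaling moved this median both ways. The TMM over genes with the smaller range gave 0.350, within the simulated medians, and total counts gave 0.263, below them, while RLE and upper quartile factors gave 0.427 and 0.509, above them. Scaling thus can account for the excess, but only if one of the first 2 is right, which was not tested. The RpoS level was taken from the labels and not measured in these libraries. A different share would move all genes together, but at 5 shares from 0.26 to 0.42 the fewest genes off the line were 97. At a share of 0.32 they were 96, against at most 6 in simulation. Genes above and below the line thus remain at any single share tried. The number of genes off the line does not test the median of 0.330. A true share above 0.26 thus stays open as an explanation of that median.

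The acid fitness island responded late, with a median relative response of 0.083. Among 10000 lists matched on the fold change between 100% and 0%, 0 had a median as low, that is 0% of lists. The matched lists had a median of 0.232 and a lowest value of 0.109, so a large fold change does not by itself give so low a response. The island's genes lie together and share regulators, and so count for fewer than 12 independent genes, which the matched lists do not reflect. A second step of regulation within the island may delay it, which was not tested.

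Neighbouring genes tended to share their relative response. The pairs were of genes that differed between 100% and 0%, with relative responses limited to the range from -1 to 2. On one strand, 360 adjacent pairs within 50 bp differed by a median of 0.162. On opposite strands, 264 adjacent pairs differed by 0.249 (2-sided permutation test of pair labels, p = 1e-05, the smallest that 100000 permutations can give). The difference held among pairs with both genes higher at 100% (0.133 and 0.210, permutation p = 0.0013) and for the 230 same-strand pairs without overlap (0.174, permutation p = 0.00143). The difference thus remained without overlapping genes, and with a shared direction among genes higher at 100%. Pairs with both genes lower at 100% were not tested apart. Joint transcripts are a candidate explanation. Distance and the size of the fold change were not matched between the kinds of pairs. Consecutive pairs can share a gene but were permuted as independent, so these permutation p-values may be too small.

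The 17 genes highest or lowest at 26% exceeded the 6 that simulation gave at most, and other scalings gave no fewer than 16. DESeq2 gave 15, of which 11 were among the 17. The simulated draws took genes as independent and gave each level the same spread. The 26% replicates differed most and several of the 17 are neighbours, so more than 6 could still be chance. A response to RpoS that peaks or dips at an intermediate level was not tested. At nlpD, 0.0662% of the 0% level was left at 26%, while pcm kept 32.4% and umpG 53.1%. umpG fell further at 100%, to 161 and 158 counts from 558 and 563 at 0%, so its fall is not particular to the 26% strain. The 26% strain may lack nlpD or carry something else in its place. RNA counts cannot show this, and loss of the gene and loss of its transcription cannot be told apart. The transport genes ytfQ, ytfR, ytfT and yjfF were highest at 26%. More arabinose in those cultures is a candidate cause, since its amount is not stated. araJ, a target of AraC, had a log2 fold change of -0.26 for 100% against 26% (edgeR adjusted p 0.616) and of 1.41 for 26% against 0% (edgeR adjusted p 0.0366), with 9 to 33 counts per library. The well-counted araE did not change, with log2 fold changes of 0.11 for 26% against 0% and -0.041 for 100% against 26% (edgeR adjusted p 0.870 and 0.925). araC did not differ between 26% and 0% (log2 fold change 0.35, edgeR adjusted p 0.463) but was lower at 100%, with -2.16 against 0% (edgeR adjusted p 1.34e-05) and -2.51 against 26%. The rise of araJ from 0% to 26% goes with a higher dose at 26%, and its level at 100% does not. The level of araE cannot decide, since it is not known to follow arabinose in these strains. How these genes respond to arabinose in these strains was not tested, so the dose of arabinose and the strain cannot be told apart.

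The 0% libraries held rpoS reads at 3.97% and 6.35% of the 100% level. Carry-over of 100% material would raise every abundant gene alike, yet 47 of 1015 genes with at least 100 CPM at 100% had less than 1.98% of it in both 0% libraries. A remnant of the gene or reads assigned to it from elsewhere was not tested.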
